A study of Mus musculus with 4 samples.

How the data were processed

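RNA was measured in 4 libraries of mouse muscle stem cells, the resident progenitors of skeletal muscle, 2 from young and 2 from old mice. Per the labels and the series' design text, the cells were isolated by magnetic sorting, seeded at 7500 cells per square centimetre on hydrogels of norbornene-modified hyaluronic acid and harvested after 5 days. Complementary DNA was made with a SMART-Seq low-input kit, a full-length method that amplifies whole transcripts, and libraries were made by tagmentation and sequenced on a NovaSeq instrument, per the labels' protocols. These libraries carry no molecular identifiers, so counts are amplified fragments and not independent molecules.

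The authors deposited 1 table per library with 119414 transcripts. Per the file headers, each table holds the transcript length, an effective length, estimated counts and TPM (abundance relative to transcript length and library total). The estimated counts need not be whole numbers, because a fragment that matches several transcripts is divided among them. The column names are those that kallisto writes, but neither the headers nor the labels name the quantification tool, the genome build or the annotation, and the strand setting is not stated either. Estimated counts, as the authors deposited them, were not normalized, and totals lay between 78079429 and 85199841 per library. The deposited TPM values are relative to the length and total of each library.

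Transcripts were assigned to genes with the GENCODE M21 annotation of mouse genome GRCm38, matching identifiers without their version. This matched 116640 transcripts (97.7%), of which 99.68% had the same length in both sources, and gave 35896 genes. The 2774 transcripts without a match held 1.119% to 1.199% of the counts and were left out of the gene-level work. Protein-coding genes made up 21820 of the genes and only 32 were annotated as lincRNA, so long noncoding RNAs were mostly not analysed here. Estimated counts were summed per gene and rounded to whole numbers. All coordinates are 1-based GRCm38 positions.

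Old and young libraries were compared with edgeR 4.0.16 in R 4.3.3, using TMM scaling, the filterByExpr filter, which left 18607 genes, and the quasi-likelihood F test with robust estimation. The model held the group alone, since the labels name no covariate and do not say that replicate numbers pair a young with an old culture. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Fold changes are old over young on the log2 scale and carry their standard error. Expression is given as CPM (counts relative to the library total, scaled by TMM) with the SD over the 2 libraries of a group. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so single values were not tested in that way.

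Lists of genes were fixed before the data were examined. There were 8 matrix lists (collagens, matrix glycoproteins, proteoglycans, hyaluronan genes, matrix-degrading enzymes and inhibitors, collagen-modifying and crosslinking enzymes, integrins and other matrix receptors, and glycocalyx proteins with sialylation). A further 7 lists described cell state (muscle stem cell and myoblast identity, myogenic differentiation, proliferation, senescence, interferon response, TGF-beta signalling, and immediate-early and heat-shock genes). Markers of 5 other cell types (fibro-adipogenic progenitors, endothelium, leukocytes, smooth muscle with pericytes, and glia) and of sex completed them. Lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, adjusting over the 15 matrix and cell state lists and separately over the 5 other cell types. Each list's median was also set against 10000 random lists matched on transcript length (10 bins) and expression (5 bins). Sex-linked genes, members of a list of their own, were read per library without a test.

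The genes named in the text were chosen by a rule fixed before the data were examined. It took, in each direction, the 5 protein-coding genes with the largest fold change among those past the threshold with a mean of at least 5 CPM and no overlap between groups. To these it added up to 3 genes per direction with the smallest adjusted p in each matrix list and in the identity, differentiation, proliferation and senescence lists. It also added a fixed set of 16 markers whatever their values. Of the genes that the rule selects, 1 is not reported here. Any other gene is said to have been chosen after its values were seen.

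Near-identical copies of named genes were searched with BLAST+ 2.17.0 among the transcripts of the tables, counting another gene as a copy at 98% identity over at least 150 bases. Of the 10 genes with the largest changes, Rpl35a was the only 1 with a copy under these limits. Among the other 46 named genes with a value, 5 shared such a stretch with another gene (Prg4, Mmp12, Timp3, Muc4 and Mki67), and their counts are to that extent uncertain.

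The test was checked on simulated counts drawn from a negative binomial with the real means and library sizes, with 200 changed genes. Each gene was given the dispersion of the fitted trend and not its own, and genes were drawn independently. Recovery and false calls in the real data may therefore be less favourable. The test recovered 34.5% of genes changed 2-fold and 60.5% of genes changed 3-fold, with 1.4% and 1.6% false calls. It recovered 2.5% of genes changed 1.5-fold, where 16.7% of calls were false (5 of 6 were true). The recovery that this check had to reach for 3-fold changes was lowered after its first run. It made 0 calls when nothing was changed (17985 genes tested). A GC and length correction, which fits a loess curve with a span of 0.3 to the log2 counts of each library on GC content and then on transcript length and uses it as an offset, reduced a simulated length slope from 0.25 to 0.001 over 17934 genes. In the simulated list test, a raised list of 40 genes had a p of 7.45e-19 and an unchanged one 0.637 (camera, computed across genes and not an exact test).

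The alternatives tried were other scalings (DESeq2 size factors, upper quartile, library size only), other filters, DESeq2 1.42.0, limma-voom, older and non-robust variance estimates, an effective length offset, limma on log2 TPM with pseudocounts of 1 and 0.1, transcripts as features, protein-coding genes alone, a minimum change of 1.5-fold, other thresholds, a replicate block, corrections for GC content and length, other list tests, and leaving out each library in turn. Without 1 library a group has a single sample, so such fits give fold changes and no p-values. These fold changes are differences of mean log2 CPM (prior count 2) and not edgeR estimates. They can therefore differ from the main values by the measure as well as by the library left out. For St6galnac1, with few counts, the main log2 fold change was -3.52 and the 4 values ran from -2.99 to -2.67. Some further alternatives were chosen after seeing the data and are named as such in the closing section. Intervals for shares of counts are 95% Wilson intervals (scipy 1.17.1). Figures were drawn with matplotlib 3.10.9.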

Results

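Transcriptomes of muscle stem cells from young and old mice were compared after 5 days of culture on hyaluronic acid hydrogels, to look for mechanisms behind the impaired deposition of new matrix by these cells. Each age group had 2 libraries, young replicates 1 and 2 and old replicates 1 and 2. Total estimated counts were 83334782 and 78079429 in the young libraries and 85199841 and 79837759 in the old libraries. Between 16897 and 19339 genes had at least 10 counts in a library, with the fewest in old replicate 1, which had the largest total. The 50 most abundant genes took 15.62% and 16.95% of counts in the young libraries and 13.8% and 13.14% in the old libraries. Mitochondrially encoded genes took between 0.329% (old replicate 1) and 0.898% (young replicate 2). The widest 95% Wilson interval of these shares spanned 0.0167 percentage points, which covers counting error only. At this depth the counting error of fragments was small for most genes. Fragments are amplified and not independent, so this leaves out the sampling of molecules before amplification, which was not measured. The 2 libraries per group, with a biological coefficient of variation of 26.5%, limited the precision.

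Libraries of the same age resembled each other more than libraries of different age. Across the 18607 genes tested, which are not independent replicates, Pearson's r of log2(CPM + 1) was 0.9946 between the young libraries and 0.9889 between the old libraries. The 4 pairs of different age gave 0.9828 to 0.9877. The first principal component held 57.5% of the variance and separated the ages, with scores of -20.8 and -32.7 for young and 30.1 and 23.3 for old replicates 1 and 2. The second component, with 30.3%, separated old replicate 1 (-26.2) from old replicate 2 (28.7). No batch is given in the labels, so sequencing batch and age cannot be told apart here. With 4 libraries these values describe similarity and were not tested.

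The comparison of old with young cells asked which transcripts differ with age. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 847 of 18607 genes passed an adjusted p of 0.05, 754 higher and 93 lower in old cells. At an adjusted p of 0.01 there were 134, and 3480 genes had an unadjusted p under 0.05. The median log2 fold change was 0.92 among the higher and -0.93 among the lower genes, and 332 of the 847 changed at least 2-fold. In all 847 genes both old libraries lay on the same side of both young libraries, as did 52% of all genes tested, against 33.3% by chance. Many calls lay near the threshold, with 332 of them at adjusted p-values above 0.03. The number of calls depended on the setting, and the gene-level alternative that moved it most, leaving out the filter on low counts, gave 33 (32 higher and 1 lower). Upper quartile scaling changed the split of higher to lower calls from 89% higher to 73.2% (169 higher and 62 lower).

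Fold changes followed transcript length. Among 5 equal groups of genes ordered by length, the median log2 fold change rose from -0.33 in the shortest (up to 1326 bases) through -0.188, -0.035 and 0.174 to 0.331 in the longest (3706 bases and more). The longest group held 551 of the 847 calls (65.1%), 547 of them higher in old cells, and the shortest held 70, of which 49 were lower. A trend of the same kind separated libraries of the same age. Spearman's correlation of the log2 ratio with length, across 12152 genes, was -0.658 for young replicate 2 over young replicate 1 and 0.219 for old replicate 2 over old replicate 1, and 0.354 to 0.702 in the 4 pairs of old over young. After a GC and length correction within each library 52 genes passed the threshold (46 higher and 6 lower), of which 50 were among the 847. Of the 847 genes 846 kept their sign and 1 turned, while their median absolute log2 fold change fell from 0.92 to 0.63. Of the 44 named genes that passed, 32 no longer did after the correction.

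**Figure D1:**
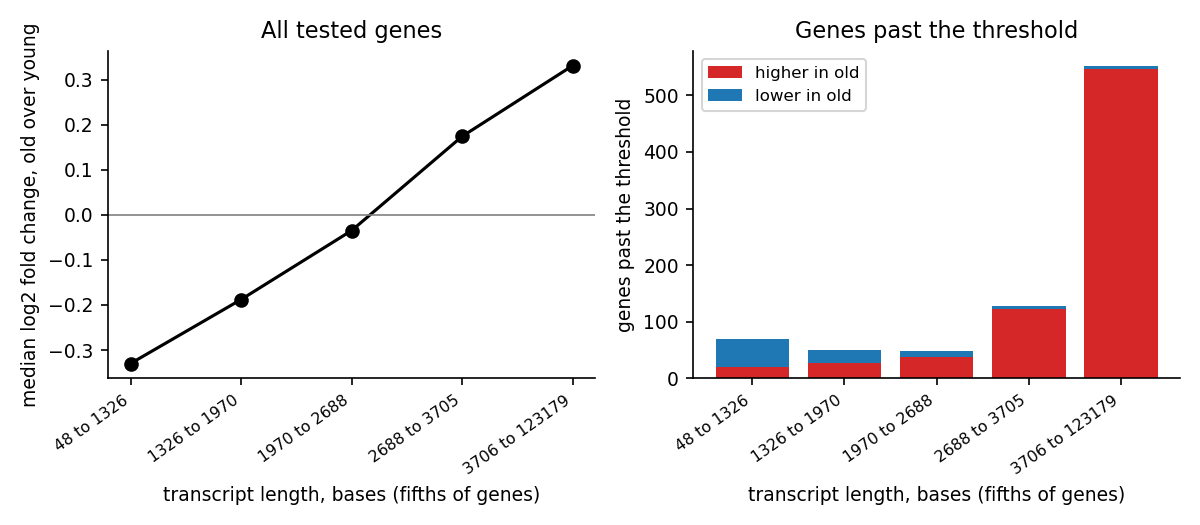
Transcript length and the difference between old and young cells. The left panel plots the median log2 fold change (old over young) of all tested genes in 5 equal groups by transcript length in bases, rising from -0.33 to 0.331. The right panel plots the number of genes past the threshold in the same groups as stacked bars, higher in old in red and lower in old in blue, with 551 in the longest group.

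Mmp9, a gelatinase, rose most among the genes named by rule (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850). It went from 3.46 ± 0.646 CPM in young to 49.4 ± 16 CPM in old cells (SD, n = 2 each; log2 fold change 3.84, SE 0.27, adjusted p 6.95e-07). The actin regulator Cap1 (ENSMUSG00000028656, chromosome 4, 122859047 to 122886056) rose from 45.9 ± 1.19 CPM to 352 ± 52.6 CPM (log2 fold change 2.94, SE 0.19, adjusted p 3.13e-08). Wdfy1 (ENSMUSG00000073643, chromosome 1, 79702262 to 79776143) rose from 8.46 ± 0.104 CPM to 69.6 ± 9.42 CPM (log2 fold change 3.04, SE 0.21, adjusted p 5.81e-08). The chemokine gene Cxcl14, which is also in the fibro-adipogenic marker list, (ENSMUSG00000021508, chromosome 13, 56288643 to 56296551) rose from 4.13 ± 1.16 CPM to 29.2 ± 0.477 CPM (log2 fold change 2.83, SE 0.25, adjusted p 1.24e-06). 2310007B03Rik (ENSMUSG00000034159, chromosome 1, 93151349 to 93160948), at 1.20 ± 0.561 CPM in young cells, reached 14.1 ± 5.38 CPM in old cells (log2 fold change 3.58, SE 0.39, adjusted p 0.000127). These 5 genes passed the threshold in all 25 gene-level alternatives, the GC and length correction included. Every alternative used the same 4 libraries, so none can tell age apart from a donor variant or batch that follows the groups.

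Among the genes named for the size of their change, the largest fall was that of the haem-binding protein gene Hebp1 (ENSMUSG00000042770, chromosome 6, 135137522 to 135198022), from 15.8 ± 2.48 CPM to 1.93 ± 0.654 CPM (log2 fold change -3.03, SE 0.30, adjusted p 9.52e-06), and it passed in all 25 alternatives. Rpl35a (ENSMUSG00000060636, chromosome 16, 33056453 to 33060189) fell from 100.3 ± 11.1 CPM to 31.7 ± 8.42 CPM (log2 fold change -1.66, SE 0.21, adjusted p 0.00012). This value is uncertain, because Rpl35a shares its sequence with 13 near-identical copies and the summed CPM of the family had a log2 ratio of -0.86. Myoz1 (chromosome 14, 20649107 to 20656540) fell by 1.55 on the log2 scale with an adjusted p of 0.00638 and Sln (chromosome 9, 53850164 to 53854560) by 1.44 with 0.0311. Without young replicate 2 the log2 fold change of Sln was -0.91. Rpl35a passed after the GC and length correction, and Myoz1 and Sln did not.

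**Figure D2:**
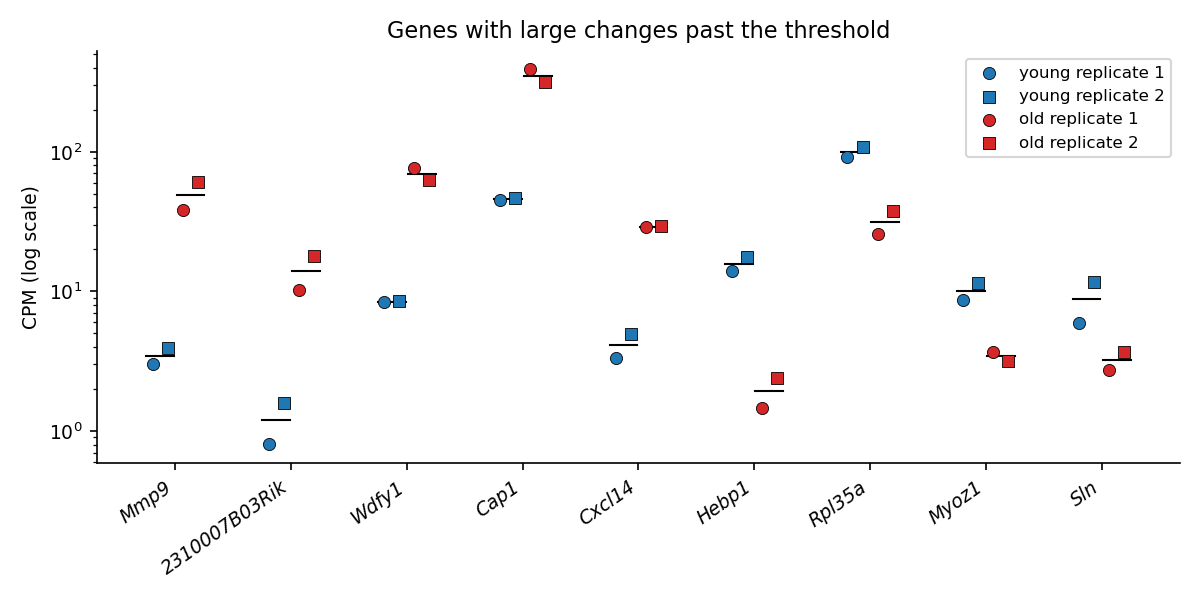
Expression of 9 genes named for the size of their change, 5 higher and 4 lower in old cells. Points are single libraries in CPM on a log axis (circles replicate 1, squares replicate 2, young in blue and old in red) and the short lines are group means of 2 libraries. In each of the 9 genes both old libraries lie on the same side of both young libraries.

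The matrix lists asked whether genes of the extracellular matrix changed together. With the preset correlation, camera found 5 of the 8 matrix lists higher in old cells. Collagens had a median log2 fold change of 0.592 (adjusted p 5.7e-06), with 33 of 43 genes higher, and matrix glycoproteins 0.598 (adjusted p 6.89e-06), with 61 of 85 higher. Matrix-degrading enzymes and inhibitors had a median of 0.554 (adjusted p 6.89e-06), with 46 of 58 higher. Integrins and other matrix receptors had 0.462 (adjusted p 4.92e-05), with 32 of 44 higher, and without young replicate 2 the median was 0.29. Collagen-modifying and crosslinking enzymes had 0.299 (adjusted p 0.00727), with 22 of 30 higher, and the median was 0.12 without old replicate 1, 0.15 without young replicate 2 and 0.46 without young replicate 1. Proteoglycans (median -0.041, adjusted p 0.965), hyaluronan genes (0.158, adjusted p 0.28) and the glycocalyx list (0.11, adjusted p 0.15) did not pass. Against random lists matched on length and expression, which do not account for correlation between genes, the 5 lists that passed lay at percentiles of 99.64 or more, proteoglycans at 65.82, hyaluronan genes at 97.98 and the glycocalyx at 75.79. The medians of the lists that did not pass ran from -0.26 to 0.08 for proteoglycans, 0.07 to 0.28 for hyaluronan genes and 0.09 to 0.20 for the glycocalyx across the 4 fits that each left out 1 library. Of all 20 list results, only that of the glycoproteins passed with fry (adjusted p 0.0421), and with an estimated inter-gene correlation none of the 20 lists passed. After the GC and length correction the crosslinking list no longer passed (median 0.19, adjusted p 0.0824, against 0.045 with a length correction alone, chosen after seeing the data). The other 4 did, with adjusted p-values up to 0.00582. Their medians fell with the correction, to 0.36 for collagens, 0.45 for glycoproteins, 0.39 for degrading enzymes and 0.27 for integrins. Over the alternatives adjusted p ran from 0.00524 to 0.5 for crosslinking enzymes, from 9.78e-07 to 0.246 for glycoproteins, from 2.05e-07 to 0.371 for collagens, from 1.51e-06 to 0.246 for degrading enzymes and from 4.88e-05 to 0.246 for integrins.

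Within these lists single genes passed in smaller numbers. Among the collagens 9 of 43 passed over all genes tested and 16 adjusted over the list alone, all of the 9 higher in old cells. Among the glycoproteins 20 of 85 passed (28 adjusted over the list alone), 19 of them higher. Counts for the other matrix lists were 7 of 58 for degrading enzymes (15 adjusted over the list alone), 9 of 44 for integrins (16), 2 of 30 for crosslinking enzymes (3), 8 of 68 for the glycocalyx (16), 2 of 27 for hyaluronan genes (3) and 1 of 28 for proteoglycans (1).

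The collagens with the smallest adjusted p were Col4a5 (chromosome X, 141475385 to 141689234), from 1.63 ± 0.431 CPM to 6.79 ± 0.0247 CPM with an adjusted p of 0.00261, Col8a1 with a log2 fold change of 1.18 and an adjusted p of 0.00598, and Col5a3 with 1.52 and 0.0141. None of these 3 passed after the GC and length correction. The fibrillar and basement membrane genes chosen beforehand were higher in both old libraries without passing the threshold, Col1a1 from 86.3 ± 36.3 CPM to 260.4 ± 101 CPM (log2 fold change 1.59, SE 0.48, adjusted p 0.232), Col3a1 from 374 ± 131 CPM to 719 ± 149.8 CPM (log2 fold change 0.94, SE 0.26, adjusted p 0.0728) and Col4a1 from 126 ± 47 CPM to 289 ± 67 CPM (log2 fold change 1.19, SE 0.28, adjusted p 0.0615). Lama2, a laminin chain, had a log2 fold change of 0.58 (adjusted p 0.0934). Fn1, the gene for fibronectin, lay at 280.5 and 238.6 CPM in young, 354.8 CPM in old replicate 1 and 1002 CPM in old replicate 2 (log2 fold change 1.39, SE 0.68, adjusted p 0.441). Without old replicate 2 its log2 fold change was 0.46. Across the 4 fits that each left out 1 library Col3a1 ran from 0.59 to 1.41. With the non-robust variance estimate Col1a1 (adjusted p 0.0129), Col3a1 (0.0483), Col4a1 (0.0242) and Fn1 (0.043) passed, and with DESeq2 Col3a1 (0.00469), Col4a1 (0.000613) and Lama2 (0.0444) did.

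Among the glycoproteins Agrn rose from 10.1 ± 0.686 CPM to 30.9 ± 0.207 CPM (log2 fold change 1.62, SE 0.21, adjusted p 0.000172), Thbs2 had a log2 fold change of 1.51 (adjusted p 0.00243) and Igfbp5 1.10 (adjusted p 0.00249). Mfap4 was the glycoprotein gene that fell past the threshold (-1.23, adjusted p 0.025). Of the degrading enzymes and inhibitors, Mmp12 followed Mmp9, from 2.85 ± 1.39 CPM to 18.8 ± 1.59 CPM (log2 fold change 2.74, SE 0.30, adjusted p 6.04e-05). The inhibitor Timp3 rose from 102 ± 6.44 CPM to 302 ± 52.7 CPM (log2 fold change 1.57, SE 0.18, adjusted p 7.08e-05). Both share a stretch of sequence with another gene, Mmp12 with Mmp1b (at most 0.1 CPM) and Timp3 with Syn3 (at most 1.0 CPM). The summed CPM of each pair had log2 ratios of 2.72 and 1.56, which argues against a shift of reads within the pair as the source of either rise. The crosslinking enzyme gene Lox rose by 1.35 (adjusted p 0.000815) and Bmp1 by 0.74 (adjusted p 0.0261). Prg4 was the proteoglycan gene past the threshold (1.98, adjusted p 0.0109), and it shares a stretch with the far more abundant Tpr. Of the genes of these lists named here, Agrn and Mmp12 passed after the GC and length correction, and Thbs2, Igfbp5, Mfap4, Timp3, Lox, Bmp1 and Prg4 did not.

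Hyaluronan is the polymer of the hydrogel. Its synthase gene Has2 rose from 49.6 ± 6.22 CPM to 91.6 ± 19.9 CPM (log2 fold change 0.89, SE 0.20, adjusted p 0.0181) and Cemip2 by 0.79 (adjusted p 0.0327), whereas the hyaluronan receptor gene Cd44 differed by less than the threshold required (0.28, adjusted p 0.399). Across the 4 fits that each left out 1 library Cemip2 ran from 0.50 to 1.19 and Cd44 from 0.18 to 0.38. The integrin genes Itgb3 (1.43, adjusted p 0.000615), Itgav (1.34, 0.000717) and Itga2 (1.49, 0.0132) rose, and Itgb1 rose by 0.67 at an adjusted p of 0.0472. Its log2 fold change was 0.46 without old replicate 1. The sarcoglycan gene Sgca fell (-0.64, adjusted p 0.044). In the glycocalyx list Sulf1 (1.08, adjusted p 0.00289), C1galt1 (1.11, 0.00513) and Sdc3 (1.25, 0.0137) rose. Muc4 was at 0.726 ± 0.159 CPM in young and 0 and 0.11 CPM in old libraries (adjusted p 0.0265), with a stretch shared with Muc20. St6galnac1 was at 0.367 ± 0.0355 CPM in young cells with 29 counts in each library and had 2 and 3 counts in the old libraries (adjusted p 0.037). After the GC and length correction Itgb3 and Itgav passed, and Has2, Cemip2, Itga2, Itgb1, Sgca, Sulf1, C1galt1, Sdc3, Muc4 and St6galnac1 did not.

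Lists of cell state asked whether the cells differed in identity, differentiation or stress. Myogenic differentiation was lower in old cells (median log2 fold change -0.405, adjusted p 0.000189, 18 of 68 genes higher), and the median was -0.24 without old replicate 2. Of its genes 13 passed over all genes and 33 adjusted over the list alone. The 10 lower ones were led by Tnni2 (-0.93, adjusted p 0.012), Tnnt1 (-0.92, 0.0123) and Actc1 (-0.84, 0.017). The 3 higher ones were Xirp1 (0.79, 0.0261), Myh3 (0.80, 0.0311) and Myom2 (0.64, 0.0452), and Myh3 ran from 0.53 to 1.15 across the 4 fits that each left out 1 library. None of these 6 named genes passed after the GC and length correction, while the list did (adjusted p 4.15e-06). TGF-beta ligands, receptors and targets (median 0.331, adjusted p 0.000359, 33 of 42 higher) and the interferon response (0.275, adjusted p 0.00332, 41 of 59 higher) were higher in old cells. Of their genes 9 and 5 passed (12 and 9 adjusted over the list alone). The TGF-beta list shared 14 of its 42 members with other lists, and without them its adjusted p was 0.0129 (camera). Identity (0.012, adjusted p 0.379), proliferation (-0.069, adjusted p 0.965), senescence (0.07, adjusted p 0.15) and immediate-early and heat-shock genes (0.086, adjusted p 0.223) did not pass, with 3, 1, 5 and 1 genes past the threshold (4, 1, 7 and 1 adjusted over the list alone). Across the 4 fits that each left out 1 library their medians ran from -0.04 to 0.16, from -0.18 to 0.09, from 0.04 to 0.20 and from 0.01 to 0.23, in that order. Against matched random lists, differentiation and proliferation lay at percentile 0 of 10000 lists (matched medians -0.067 and 0.073), TGF-beta and interferon at 100, identity at 8.54, senescence at 97.3 and immediate-early genes at 93.95.

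Of the markers chosen beforehand, Pax7, the transcription factor of muscle stem cells, was at 10.6 ± 0.849 CPM in young and 10.8 ± 3.36 CPM in old cells (adjusted p 0.964). Myod1 fell from 1792 ± 84.2 CPM to 1274 ± 86.4 CPM (log2 fold change -0.49, SE 0.18, adjusted p 0.127), short of the threshold although the libraries did not overlap. Myog (-0.25, adjusted p 0.517), the proliferation marker Mki67 (0.23, 0.51) and the cell cycle inhibitors Cdkn2a (-0.41, 0.5) and Cdkn1a (-0.44, 0.24) did not pass. Across the 4 fits that each left out 1 library the log2 fold change ran from -0.95 to -0.01 for Cdkn2a, -0.60 to -0.20 for Cdkn1a, -0.42 to -0.07 for Myog, 0.11 to 0.39 for Mki67 and -0.33 to 0.31 for Pax7. In the identity, proliferation and senescence lists the genes past the threshold with the smallest adjusted p also included Fgfr1 (0.68, 0.0454), Heyl (0.64, 0.0487), Ncapg2 (0.96, 0.0183) and Hgf (1.52, 0.0157), of which none passed after the GC and length correction. Fgfr1 ran from 0.45 to 0.89 across the fits that left out 1 library.

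**Figure D3:**
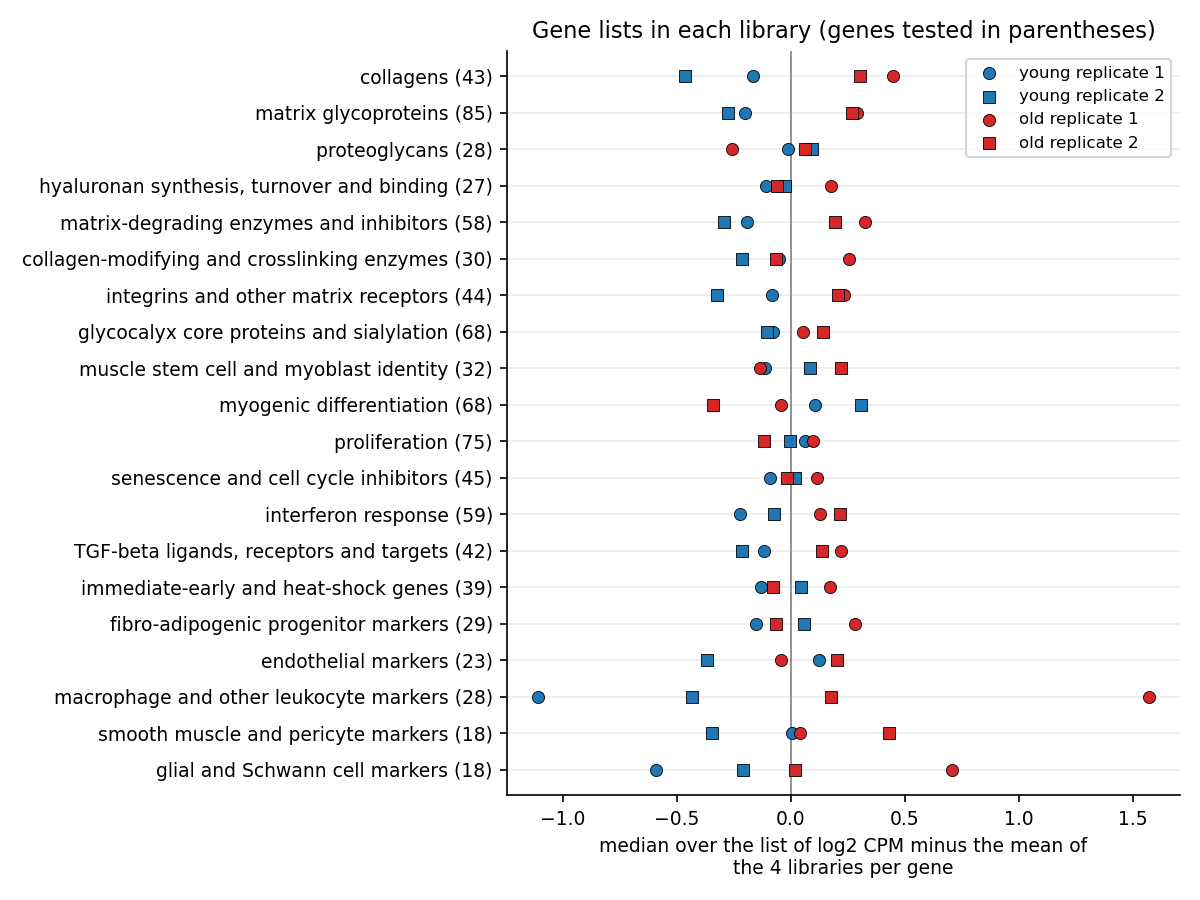
Median expression of the 20 gene lists in each library, as log2 CPM relative to the mean of the 4 libraries per gene (circles replicate 1, squares replicate 2, young in blue and old in red). For collagens both old libraries (0.447 and 0.305) lie above both young libraries (-0.167 and -0.463), and for leukocyte markers old replicate 1 lies at 1.57 and old replicate 2 at 0.178.

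Markers of other cell types served to compare purity. Leukocyte markers were higher in old cells (median log2 fold change 1.704, adjusted p 3.07e-08 over 5 lists, 26 of 28 genes higher), and without old replicate 1 the median was 1.08. In this list 2 genes passed (4 adjusted over the list alone). Lyz2, the most abundant of them in old replicate 1 and chosen after its values were seen, was at 8.8 and 35.1 CPM in young and 278.1 and 66.99 CPM in old libraries. Glial markers were also higher (0.692, adjusted p 0.000207, 17 of 18 higher), with a median of 0.42 without old replicate 1 and 2 genes past the threshold (5 adjusted over the list alone). Fibro-adipogenic progenitor (0.223, adjusted p 0.107), smooth muscle and pericyte (0.465, adjusted p 0.0851) and endothelial markers (0.147, adjusted p 0.333) did not pass. Of their genes 5, 2 and 0 passed (5, 4 and 0 adjusted over the list alone), and across the 4 fits that each left out 1 library their medians ran from 0.12 to 0.37, from 0.06 to 0.77 and from -0.04 to 0.55. Against matched random lists the leukocyte and glial medians lay at percentile 100, fibro-adipogenic and smooth muscle at 99.27 and endothelial at 93.79. Of the list members, 1 of 30 leukocyte, 12 of 30 fibro-adipogenic, 8 of 20 smooth muscle, 1 of 24 endothelial and 0 of 18 glial markers were also in another list.

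The sex of the mice is not given in the labels. The Y-linked gene Ddx3y had 0 and 1 counts in young and 4 and 1 counts in old libraries, against 12009 to 17272 counts for its X-linked relative Ddx3x, and Eif2s3y had 11 counts in each young and 6 in each old library. Zfy1, Zfy2 and Usp9y had 0 counts in every library, which allows up to 3 counts each and covers counting error only. Kdm5d had 190 to 648 counts and Uty 20 to 75, both far below Kdm5c and Kdm6a on the X chromosome. Xist was not analysed here.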

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

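The test in this part was chosen only after the result was seen. Counts lay on transcripts outside the annotation used here, in data that no comparison of genes included. Of the 2774 transcripts without a match, 1616 had more than 3 counts in at least 1 library, the level that a count of 0 allows, and together they held 1.199% and 1.198% of counts in young and 1.174% and 1.119% in old libraries. A difference between annotation releases is a technical explanation, under which the share should be nearly equal in all libraries. The range over the 4 libraries was 0.08 percentage points. No range that would count against this explanation was set beforehand, and both old libraries lay below both young libraries. The range therefore does not decide the question. When transcripts were tested as they stand in the tables, 995 of these transcripts entered the test and 0 passed the threshold, with 106 at an unadjusted p under 0.05 in edgeR's test. At that level only 23 of 54522 transcripts passed at all, so a biological difference in these transcripts between old and young cells stays open as untested at useful power.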

How the results depend on the processing

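Directions were kept by far more results than sides of the threshold. Of the 847 genes, every tested gene kept its sign in the gene-level alternatives except 1 gene under the effective length offset and under both GC and length corrections. The number of calls moved from 847 (754 higher, 93 lower) to 109 (94 and 15) with library size only, 231 (169 and 62) with upper quartile scaling, 33 (32 and 1) with no filter, 171 (138 and 33) with a mean count of at least 50 and 510 (448 and 62) with the effective length offset. It was 57 (53 and 4) for a minimum change of 1.5-fold, 134 (121 and 13) at an adjusted p of 0.01 and 1483 (1258 and 225) at 0.10, as these thresholds imply. With limma on log2(TPM + 1) it was 68 (59 and 9), on log2(TPM + 0.1) 129 (107 and 22), and with a mean TPM of at least 1, 86 (72 and 14). The median of all genes moved from -0.053 to 0.07, 0.105 and 0.175 in these 3 fits. Transcripts as features gave 23 (21 and 2) and the DESeq2 Wald test 1496 (1337 and 159). DESeq2 size factors, limma-voom, legacy and non-robust estimates and protein-coding genes alone stayed within 1.5 times, at 680 to 998 calls.

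Among the 4 scalings the calls followed the variance estimate. Genes at an unadjusted p under 0.05 numbered 3355 to 3677, while the prior degrees of freedom, which weigh the information shared across genes, were 7.7 for library size only, 11.7 for upper quartile, 16.3 for TMM and 23.4 for DESeq2 size factors, in the order of their calls. The order did not hold across all settings, as the effective length offset (12) gave 510 calls, upper quartile (11.7) 231 and the non-robust estimate (11.4) 680. Beyond this, the cause was not tested for the scalings, the filters, the TPM fits, transcripts, DESeq2 and the effective length offset.

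The GC and length correction gave 52 calls (46 and 6). Corrections chosen after seeing the data were a length correction alone, with 122 (106 and 16), a GC correction alone, with 826, and a correction on shuffled values, with 985. The prior degrees of freedom also fell, to 6.0 with the GC and length correction, and rose to 36.1 with shuffled values. Genes at an unadjusted p under 0.05 fell from 3480 to 2629 with the GC and length correction, and what share of the loss goes with the removed trend alone was not isolated. Leaving out the 50 most abundant genes, an alternative also chosen after seeing the data but before its own result, gave 838 calls.

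The labels do not say that replicate numbers pair a young with an old culture. The differences between replicates 1 and 2 in young and in old correlated at -0.146 across genes. With the number as a block there were 1193 calls, of which 151 were lower, and with the block and the GC and length correction 87 (79 and 8). With the block Col1a1 (adjusted p 1.13e-10), Col3a1 (0.00127), Col4a1 (3.06e-06) and Fn1 (3.73e-05) passed, and Itgb1 and St6galnac1 no longer did (both 0.0723). The prior degrees of freedom of the block fit were infinite. With the block and the GC and length correction, only Col1a1 (0.0186) passed among Col1a1, Col3a1, Col4a1 and Fn1. The crossed pairing (young 1 with old 2), added after seeing the data, gave 1477 (1277 and 200). With it only Col3a1 (0.00459) passed among the same genes.

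Matrix and cell state lists depended on the list test. With an estimated correlation the adjusted p-values were 0.371 for collagens, 0.246 for glycoproteins, degrading enzymes, integrins, interferon response and TGF-beta, 0.5 for crosslinking enzymes and differentiation, and 0.269 for leukocytes and glia. With fry they were 0.252 for collagens and interferon response, 0.102 for degrading enzymes and integrins, 0.320 for crosslinking enzymes, 0.270 for differentiation, 0.13 for TGF-beta, 0.188 for leukocytes and 0.324 for glia. Both tests carry more of the correlation between genes, and the cause was not tested further. Other settings changed few lists. The crosslinking list had 0.0824 with the GC and length correction and 0.0841 with the block added, and it passed with length alone (0.045). The senescence list passed with it (0.0355), with the block added (0.0113) and with length alone (0.0398), and the cause was not tested. Of its 48 members 9 were also in another list. Leaving out the members shared between lists, without a correction, gave 0.537 for senescence, 0.0129 for TGF-beta and 0.907 for fibro-adipogenic markers (camera). No list changed its side of the threshold in that setting. The direction of the proteoglycan list turned with library size only (0.916), a mean count of at least 50 (0.439), the block (0.932), the GC and length correction (0.975) and both together (0.847), always far from the threshold. So did that of proliferation with the block (0.891) and of endothelial markers in TPM (0.946).

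Fits that left out 1 library gave fold changes only. The median log2 fold change ran from 0.72 to 1.18 for the genes called higher and from -1.02 to -0.80 for those called lower. List medians near 0 changed sign, and their ranges were -0.26 to 0.081 for proteoglycans, -0.04 to 0.16 for identity, -0.18 to 0.094 for proliferation and -0.038 to 0.55 for endothelial markers. With the GC and length correction the medians of proteoglycans (0.046) and identity (-0.0017) turned as well.

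Of the 56 named genes with a value, 44 passed. In all gene-level alternatives Mmp9, Mmp12, Cap1, Wdfy1, Cxcl14, 2310007B03Rik and Hebp1 did. Passing in every alternative does not tell age apart from a donor variant or batch that follows the groups. Other named results changed 331 times to no longer passing and 20 times to passing, the latter for Col1a1, Col3a1, Col4a1, Fn1 and Lama2. Pax7 alone turned its direction, to -0.06 (upper quartile), -0.00042 (mean count of at least 50), -0.0017 (block), -0.0025 (crossed block), -0.0047 (limma-voom), -0.39 (block with the correction) and -0.37 (GC and length correction, and length alone), and it ran from -0.33 to 0.31 without 1 library. In the fits without 1 library 41 other values moved by more than the replicate spread, a count to which the change of measure contributes.

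Correlation within minus between ages was 0.0068, and 0.0407 over the 500 most variable genes, which were chosen for their spread. Ddx3y was 0.0102% of Ddx3x in CPM and 0.107% in TPM, where division by length raises it. Depth limits St6galnac1, whose size of change is uncertain at 2 and 3 counts in the old libraries.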

Other observations

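The tests of sequencing depth, of GC content and length on the number of calls, of the most abundant genes, of sex, of fibroblast-like cells and of differentiation were set before their results were seen, and all other tests in this part were chosen only after the result was seen. The number of genes that differ between old and young cells was weighed first. Thinning every library to the smallest total gave 820 calls (728 higher), with 813 of the 847 genes kept, which argues against depth. Without the 50 most abundant genes there were 838 calls, which argues against a few genes taking most of the counts. The highest Ddx3y count was 4, in old replicate 1, against at least 12009 counts for Ddx3x in each library, so the groups showed no difference in sex by this gene, although Kdm5d and Uty had counts in all 4 libraries and Xist was not analysed here. Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as many genes, and the others gave 0 and 0 calls with 222 and 371 genes at an unadjusted p under 0.05. With 3 splits the share cannot fall under 0.333, so an accidental difference between these 4 cultures, and a batch that follows age, cannot be told apart from age.

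Transcript length is a candidate explanation for much of the number of calls. After the GC and length correction 50 of the 847 genes were kept, while a correction on shuffled values kept 817. The prior degrees of freedom fell from 16.3 to 6, and whether the variance estimate adds to the loss was not isolated. In simulated data with a length slope the correction left recovery nearly as it was (64.5% without and 63.5% with it). Calls there fell from 192 to 135, so most of the calls that the correction removed in the simulation were false. The simulated slope lay between old and young alone, whereas the real data also had a trend between the young libraries. Simulated calls fell by a far smaller share than the real ones, so the simulation does not account for the size of the real loss. Length bias is not the whole cause, because 52 genes passed after the correction. These include all 9 genes at or near 0 in 1 group whose reads are shared with copies, so not each of the 52 is a change of 1 gene. The excess of higher genes was not removed by it either, with 88.5% higher among those 52. An age effect alone does not account for the trend on length, since it was present between the 2 young libraries (Spearman's correlation -0.658 across genes, which are not independent replicates). Fragment length, read from the difference between length and effective length, cannot be told apart as a part of the trend. Young replicate 2 had fragments shorter than young replicate 1 by 4.9 bases and a slope of -0.23 on the log2 scale per doubling of length, which fragment length would not give. In the other 5 pairs fragments were shorter (differences of -12.4 to -71.8 bases) and slopes were positive (0.07 to 0.411), so the sign goes against it in that pair alone. Among pairs without young replicate 2, the sizes followed fragment length only in part. Old replicate 2 over old replicate 1 had -54.5 bases and 0.07, and old replicate 1 over young replicate 1 had -17.3 bases and 0.111. Old replicate 2 over young replicate 1 had both the largest difference (-71.8 bases) and the largest slope (0.181) of these. RNA integrity or priming in the library preparation was not tested and stays open, as does an age difference on top of the technical one.

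Changes of the matrix lists could have other sources than matrix regulation. After the GC and length correction the median log2 fold change fell from 0.59 to 0.36 for collagens and from 0.46 to 0.27 for integrins. It fell from 0.6 to 0.45 for glycoproteins and from 0.55 to 0.39 for degrading enzymes. These lists still passed, with adjusted p-values up to 0.00582, and their uncorrected medians lay at or above the 99.98th percentile of matched random lists. Both results argue against length bias as the whole cause, though not as a part of it. For the crosslinking list it cannot be told apart, as its adjusted p was 0.0824 after the GC and length correction and 0.045 after a length correction alone, although its median lay at the 99.64th percentile. A different extent of differentiation is consistent with the differentiation list (adjusted p 0.000189), which moved opposite to the matrix lists. That list's own change was not removed by the correction (adjusted p 4.15e-06), which argues against length bias there. Fibroblast-like cells in old cultures stay open, because 17 fibro-adipogenic markers outside the matrix lists had a median log2 fold change of -0.10 with members going both ways, 7 higher and 2 past the threshold. Of the 3 most abundant of these markers, Gsn was at 355 and 352.7 CPM in young and 492.4 and 329.7 CPM in old, and Hsd11b1 and Dpep1 were lower in both old libraries. Cxcl14, of the same 17, rose in both, and in the matrix lists Dcn was at 10.1 and 28.1 CPM in young and 87.9 and 21.4 CPM in old. These 5 genes were picked from the list after their values were seen. An age effect on the matrix genes of the cells themselves stays open as untested.

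Leukocyte markers may come in part from leukocyte-like cells in old replicate 1. In that library 22 of 28 markers had their highest CPM, against 14 if those highest in an old library were shared equally, although markers of a list are not independent. The 22 include Lyz2, Ctss (37.4 CPM, against 0.72 to 5.82 in the others), Cd68 (23.9, against 1.92 to 3.30) and C1qb (15.8, against 0.20 to 2.70). The count of 22 includes genes with little change, such as Laptm5 (85.4 CPM, against 62.0 to 80.6 in the others), and Cd74, at 0.10 to 0.24 CPM in all libraries, was not among them. The list was also higher without old replicate 1 (median 1.08), so this library is not the whole of it. Mmp9 and Mmp12 were higher in old replicate 2 (60.7 and 20 CPM) than in old replicate 1 (38.1 and 17.7 CPM). Glial markers may likewise reflect in part glial cells in that library, with 13 of 18 highest there against 8 under equal sharing, among them Sox10 (46.7 CPM, against 9.01 to 18.03 in the others). The 13 also include Pmp22, among the most abundant of the list, which varied little (61.8 to 80.4 CPM). Erbb3, the most abundant of them in the old libraries, was instead highest in old replicate 2 (94.5 CPM). Single genes of both lists were picked after their values were seen. A change of these genes with age in the muscle stem cells stays open as untested.

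Genes at or under 3 counts in both libraries of 1 group and at 100 or more in both of the other numbered 9, of which 8 are processed pseudogenes. With the lower group set at 3 counts, BC002163 was at least 467-fold, Gm13835 at least 261-fold, Rpl35a-ps2, Rpl35a-ps3, Rpl35a-ps4, Rpl35a-ps6 and Gm10243 at least 117-fold and Gm6166 at least 84.2-fold higher in old cells, and Gm45837 at least 77.2-fold lower. All were chosen after their values were seen. Reads shared with paralogs are a candidate explanation, since 9 of 9 had a near-identical copy, against 61.5% of 135 processed pseudogenes and 25% of 300 genes of similar expression. The 9 genes are not independent. Rpl35a-ps2, Rpl35a-ps3, Rpl35a-ps4, Rpl35a-ps6 and Gm10243 are copies of each other with equal counts in every library, so the 9 stand for 5 families. The totals of their 5 families changed by far less, by log2 ratios of 0.38 to 0.86 in size. Parent genes moved the other way for the pseudogenes higher in old cells, with log2 fold changes of -1.66 for Rpl35a, -1.31 for Ndufs5, -0.84 for Fabp5 and -0.44 for Psma3. This raises the question of a sequence variant between the mice that moves reads from parent to copy. Under the other splits there were 0 such genes, and 1 of the 3 splits, the real one, gave as many. A strain or donor variant or a library batch that follows the groups cannot be told apart from age here, since the labels give no strain difference or batch and each would follow the groups.

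Neighbouring genes passed together slightly more often than length predicts. There were 55 pairs of neighbours among the calls against 43 expected in 10000 draws within 20 bins of length (permutation p 0.0378, one-sided). The reading of this test was settled after its value was seen, and 55 lies inside the 97.5th percentile of 56, so length bias as a candidate explanation cannot be told apart. On chromosome 19, Btaf1 (log2 fold change 1.92, adjusted p 2.14e-05) and Ide (1.44, adjusted p 0.00012) rose, while March5 (-0.30) and Cpeb3 (0.25), which lie between them, did not pass. These 4 genes were chosen after their values were seen.

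Lars2 took 1.24% and 1.22% of gene-level counts in the young and 0.66% and 0.78% in the old libraries. Between 98.2% and 99.1% of its counts lay on 1 transcript annotated as subject to nonsense-mediated decay. Lars2 was chosen after its values were seen, as was the test of it. Its log2 fold change was -0.79 before and -1.11 after the GC and length correction (adjusted p 0.0248), which argues against these biases as the whole cause. Other technical explanations and an effect of age stay open as untested.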
